A study of Homo sapiens with 6 samples. Its data were reported in "A non-canonical repressor function of JUN restrains YAP activity and liver cancer growth" (2024).

How the data were processed

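The data are 3′ mRNA-Seq libraries of MCF10A cells, an untransformed human mammary epithelial line. Cells had been transfected with 20 nM siRNA, either a non-targeting control (siCtrl) or siRNA against YAP and TAZ (siYAP/TAZ), and the labels name 3 libraries of each kind. TAZ is the protein encoded by WWTR1. The libraries were made with a kit that reads the 3′ end of polyadenylated RNA in the sense direction, so each transcript contributes about the same number of reads whatever its length.

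The authors deposited one table of raw counts per Entrez gene for the 6 libraries, with no normalisation applied. For RNA-Seq in general, the study's methods describe trimming with Cutadapt, alignment to hg19 with Bowtie2 and counting of reads that overlap genes in R. Whether the same steps, which gene annotation and whether strand was used for these 3′ libraries is not stated. The table held 23459 genes and 0 unnamed rows, and all value columns were used. Symbols were taken from the RefSeq gene table of assembly GRCh38.p14, which was used for names only, and 23308 IDs with 99.7% of the counts matched. Coordinates are from GENCODE 44 lifted to GRCh37, the same coordinates as hg19.

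The labels disagree for 2 of the libraries. The description field, which is also the column name in the count table, was used for the group and the replicate number. Under it, siCtrl replicate 2 carries a title and a genotype entry that read siYAP/TAZ, and siYAP/TAZ replicate 2 carries a title and a genotype entry that read control. All comparisons were repeated with the groups of the titles and with both of these libraries left out.

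Library totals ranged from 3175149 to 4317286 counts. A count of 0 allows up to 3 counts, which is 0.695 to 0.945 CPM (counts scaled to a common library size) depending on the library. This floor covers counting error only, because reads without molecular identifiers are not independent molecules. Replicates were compared before they were averaged. No pair of libraries held identical values, and chi-square per degree of freedom over genes was 5.37 to 17.4 within groups, so no library was counted as a repeat of another.

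Differential expression was tested with the quasi-likelihood F test of edgeR 4.0.16 (R 4.3.3) on the counts as deposited, with the default low-count filter, TMM scaling, group as the only term and Benjamini-Hochberg adjustment over the 12510 genes that passed the filter, which hold 99.5% of all counts. An adjusted p-value under 0.05 was the threshold. Standard errors were derived from the fitted log2 fold change and its F statistic. CPM values are TMM-normalised, and errors are standard deviations over 3 libraries. Alternatives were DESeq2 1.42.0, RLE scaling, library size alone, no low-count filter, a mean of at least 50 counts, robust dispersion estimation, the replicate number as a block, and each library left out in turn. The fit without trends in GC content and length was chosen after seeing the data.

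The replicate numbers were checked for pairing. Deviations of log2 CPM from the group means correlated across genes between the siCtrl and siYAP/TAZ libraries of the same number, with r of 0.42, 0.35 and 0.13 for replicates 1, 2 and 3. Genes are not independent replicates in this check. The labelled pairing had the highest mean correlation, 0.30, of the 6 possible pairings, and 226 genes differed between replicate numbers in the blocked fit. Each pair exceeded 0.1, so the numbers were taken to pair the libraries. The correlations depend on one another, because deviations were taken from the means of the same libraries. With only 6 possible pairings, they do not establish the pairing. The fit without the block stayed the main test, as fixed before the data were examined. The pairing comes from the description field. Values with the replicate block are given where they change a call or move a count by more than 1.5 times.

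Gene lists were tested with camera (limma 3.58.1) with a preset inter-gene correlation of 0.01, with adjustment over 7 lists, and with fry and camera with an estimated correlation as alternatives. Clusters 1, 2 and 3 are the study's groups of genes induced by the hyperactive YAP5SA allele in other libraries. The study found that JUN overexpression blunted cluster 1 and hardly changed cluster 2, and it describes cluster 3 as mostly known AP-1 target genes. The lists used here hold 140, 154 and 109 distinct Entrez IDs, which is fewer in all than the set that the study clustered. Some of these IDs belong to overlapping genes. The YAP/TAZ core list (22 genes) and an interferon list (25 genes) were written from general knowledge. The mitotic list (20 genes) and the cholesterol list (22 genes) were written after reading the study's list of siYAP/TAZ-lowered genes, which was chosen on these libraries, so they are not independent of the data. That study list shares 16 genes with the mitotic list, 6 with the cholesterol list, 5 with the core list, 17 with cluster 1, 29 with cluster 2, 17 with cluster 3 and 0 with the interferon list. The core list shares 3, 10 and 3 genes with clusters 1, 2 and 3.

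The groups, the tests of differential expression and of the gene lists, the lists and the alternatives other than the trend removal were fixed before the data were examined. Some tests of explanations were chosen later, as stated where they are given. Genes named in the text are a fixed list of 26 genes, of which 1 is tested with the list but not reported here, together with the 5 largest falls and the 5 largest rises among genes past the threshold with a mean CPM of at least 5 and no overlap between groups. Any other gene named either overlaps one of these or was chosen after its values were seen, and the text says which.

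The fits and list tests were tested on simulated data. Counts were drawn for the real genes from their means, dispersions and library sizes, with 200 genes changed by 1.50 on the log2 scale, in 10 runs over 12341 tested genes on average. The fit recovered 90.1% of the changed genes with 6.92% false calls, and the blocked fit 89.2% with 9.22%. The median absolute log2 fold change of the changed genes was 1.50 in both. False calls without the block ranged from 4.19% to 10.4% of calls over the runs. A simulated list of 39 tested genes lowered by 0.50 had a median of -0.48 and a p-value of 1.58e-19 with camera and 3.31e-05 with fry, against 0.305 and 0.423 for an unchanged list of 39 genes. Each gene was drawn independently of the others. The simulation therefore cannot show how the list tests behave where the genes of a list vary together.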

Results

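The study asked how YAP, TAZ and the AP-1 factor JUN act on common target genes. The libraries reported here measure the transcriptome of MCF10A cells after depletion of YAP and TAZ, with 3 siCtrl and 3 siYAP/TAZ libraries. The siCtrl libraries held 3391733, 3379756 and 3888596 counts for replicates 1, 2 and 3, and the siYAP/TAZ libraries held 4317286, 3175149 and 3705710. The 10 most abundant genes took 12.7% to 15.98% of the counts of a library. Between 16629 and 17305 genes had at least 1 count. For 2 libraries the title names the opposite group to the description that was used here, so the targeted genes were examined first.

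YAP1 (Entrez 10413; GRCh37 chromosome 11, 101981178 to 102104155, plus strand) had 189, 204 and 210 CPM in the siCtrl libraries and 116.5, 118 and 112 CPM in the siYAP/TAZ libraries. The means were 201 ± 11.1 (SD, n = 3) and 115 ± 3.25 (SD, n = 3), so 57.5% of the control level remained. WWTR1 (Entrez 25937; GRCh37 chromosome 3, 149235022 to 149454501, minus strand) had 109, 109 and 102 CPM in siCtrl and 70.5, 67.1 and 59.8 CPM in siYAP/TAZ, with means of 106 ± 4.02 and 65.8 ± 5.44 (SD, n = 3), and 61.8% remained. Both genes were lower in 3 of 3 siYAP/TAZ libraries than in any siCtrl library. The library described as siCtrl replicate 2 was at the control level for both genes, and the library described as siYAP/TAZ replicate 2 was at the depleted level, which goes with their descriptions and against their titles. The log2 fold change was -0.80 (SE 0.12) for YAP1, with an adjusted p of 0.0138 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and -0.69 (SE 0.13) for WWTR1, with an adjusted p of 0.0311. The alternative that moved both most was the grouping by title, with log2 fold changes of -0.26 and -0.22 and adjusted p-values of 0.904 and 0.905. Over all alternatives, the adjusted p ranged from 4.57e-05 to 0.904 for YAP1 and from 0.00422 to 0.905 for WWTR1. YAP1 did not pass the threshold without siCtrl replicate 3 (adjusted p of 0.0988), siYAP/TAZ replicate 2 (0.0606) or siYAP/TAZ replicate 3 (0.112). WWTR1 did not pass it without siCtrl replicate 1 (0.0928), siCtrl replicate 3 (0.135), siYAP/TAZ replicate 1 (0.0602), siYAP/TAZ replicate 2 (0.107) or siYAP/TAZ replicate 3 (0.176).

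**Figure D1:**
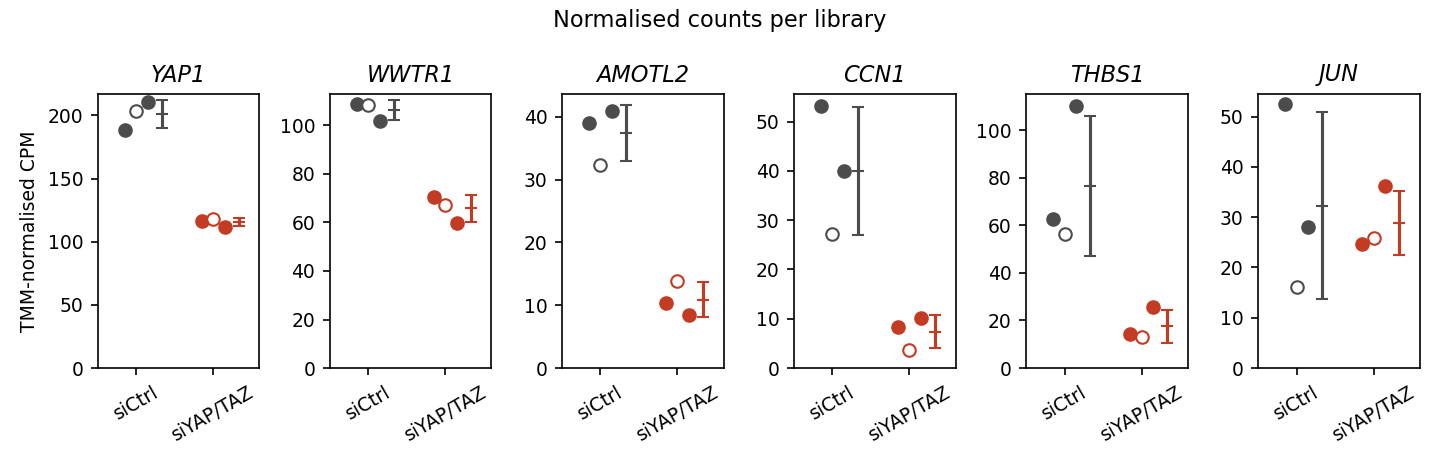
TMM-normalised CPM per library for the targeted genes YAP1 and WWTR1, the target genes AMOTL2, CCN1 and THBS1, and JUN. Points are libraries (replicates 1 to 3 from left to right, open where title and description name different groups), bars are the mean and SD of 3 libraries; the groups do not overlap except for JUN.

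The first principal component of the log2 CPM values took 48.4% of the variance. It placed siCtrl replicates 1 and 3 at -42.6 and -34.9 and the siYAP/TAZ libraries at 9.77, 33.7 and 26.9. At 7.15, siCtrl replicate 2 lay next to the siYAP/TAZ libraries, and the second component (22.6%) set it apart from all of them at -37.8. The rank correlation across genes was 0.981 between siCtrl replicates 1 and 3, and 0.946 and 0.959 between siCtrl replicate 2 and those libraries.

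**Figure D2:**
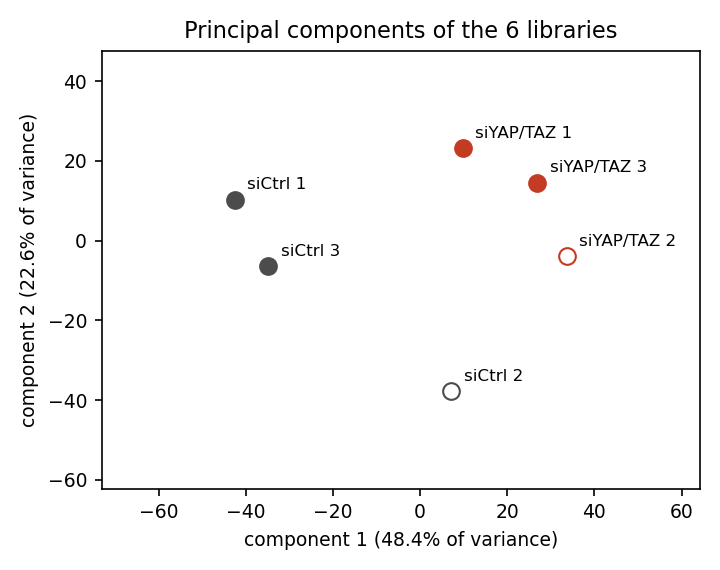
Principal components of log2 CPM over 12510 tested genes; each point is a library, grey for siCtrl and red for siYAP/TAZ, open where title and description differ. Component 1 separates siCtrl replicates 1 and 3 from the siYAP/TAZ libraries, with siCtrl replicate 2 on the siYAP/TAZ side.

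Of 12510 genes tested, 245 passed an adjusted p of 0.05 by edgeR's quasi-likelihood test: 152 were lower and 93 higher in siYAP/TAZ, and 171 changed at least 2-fold. At an unadjusted p under 0.05 there were 2211 genes. Groups did not overlap for all 245, and for 22.1% of the genes tested, where chance gives 10%. The count rested on single libraries. Leaving out siCtrl replicate 2 raised it to 1579 genes (798 lower and 781 higher), which included all 245. Without siCtrl replicate 1, 3 or siYAP/TAZ replicate 2 or 3 there were 92, 16, 71 and 18 genes, and without siYAP/TAZ replicate 1 there were 172. With the replicate number as a block, 1263 genes passed, 680 lower and 583 higher, and all 245 were among them. Among these 1263, 457 changed at least 2-fold. When libraries were grouped by title, 0 genes passed, with 464 at an unadjusted p under 0.05.

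**Figure D3:**
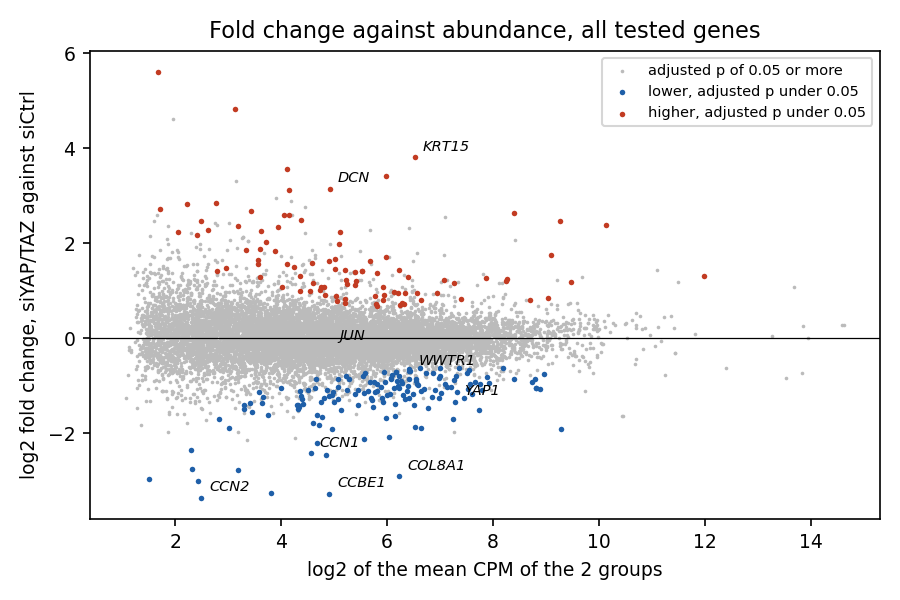
Fitted log2 fold change (siYAP/TAZ against siCtrl) against log2 of the mean CPM of both groups for all 12510 tested genes. Blue points are the 152 genes that passed the threshold lower and red points the 93 that passed it higher, in the fit without a block.

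Among the target genes fixed in advance, AMOTL2 (Entrez 51421) fell from 37.5 ± 4.49 to 10.9 ± 2.76 CPM, a log2 fold change of -1.79 (SE 0.22) with an adjusted p of 0.00879 in edgeR. CCN1 (Entrez 3491) fell from 40.1 ± 12.99 to 7.36 ± 3.33 CPM (log2 fold change -2.41, SE 0.35, adjusted p of 0.0138) and THBS1 (Entrez 7057) from 76.5 ± 29.5 to 17.6 ± 6.95 CPM (-2.12, SE 0.32, 0.0157; SD, n = 3 throughout). CCN2 (Entrez 1490) had 34, 23 and 55 counts in siCtrl and 5, 0 and 6 in siYAP/TAZ, with a log2 fold change of -3.35 (SE 0.57) and an adjusted p of 0.0225, and COL8A1 (Entrez 1295) fell from 132 ± 61.1 to 17.99 ± 8.26 CPM (-2.90, SE 0.42, 0.0138). Each was lower in 3 of 3 siYAP/TAZ libraries than in every siCtrl library. Without siCtrl replicate 3 none of the 5 passed, with adjusted p-values of 0.0703 for AMOTL2, 0.0803 for CCN1, 0.0728 for THBS1, 0.132 for CCN2 and 0.0725 for COL8A1. Without siYAP/TAZ replicate 3 the adjusted p was 0.0675 for AMOTL2, 0.0705 for CCN1, 0.108 for CCN2 and 0.0752 for COL8A1; without siYAP/TAZ replicate 2 it was 0.0611 for THBS1 and 0.0505 for COL8A1. CCN2 also did not pass without siCtrl replicate 1 (0.0602) or siYAP/TAZ replicate 1 (0.0597). ANKRD1 was at or under the floor of 3 counts in every library, with 0, 0 and 0 counts in siCtrl and 1, 3 and 0 in siYAP/TAZ, so a difference was not detectable at this depth. ANKRD2 had 16, 14 and 9 counts in siCtrl and 7, 3 and 0 in siYAP/TAZ and did not pass the low-count filter.

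A further 4 genes of that list were lower and did not pass without the replicate block, but did with it. FOSL1 (Entrez 8061) had a log2 fold change of -1.43 (SE 0.31) and an adjusted p of 0.0533, and 0.00335 with the block. ARHGAP23 (Entrez 57636) had -0.97 (SE 0.21) and 0.0546, and 0.0219 with the block. For IL1B (Entrez 3553) the values were -1.57 (SE 0.43), 0.0980 and 0.0161, and for CXCL8 (Entrez 3576) -1.30 (SE 0.36), 0.106 and 0.0357. All 4 also passed without the low-count filter and without siCtrl replicate 2, where the adjusted p-values in the same order were 0.00474, 0.0316, 0.00693 and 0.0115. Over the alternatives the adjusted p of edgeR or DESeq2 ranged from 0.00261 to 0.898 for FOSL1 and from 0.0154 to 0.986 for ARHGAP23. It ranged from 0.00693 to 0.898 for IL1B and from 0.000553 to 0.898 for CXCL8.

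The other AP-1 genes, the TEAD genes, NCOR1 and PLAU did not pass the threshold. JUN (Entrez 3725) varied more within siCtrl than between groups, with 183, 52 and 112 counts in siCtrl and 109, 78 and 133 in siYAP/TAZ, 32.2 ± 18.6 against 28.9 ± 6.33 CPM. Its log2 fold change was -0.16 (SE 0.37, adjusted p of 0.859 in edgeR), and it was 0.38 without siCtrl replicate 1. JUNB, JUND, FOS and FOSL2 had log2 fold changes of 0.50, 0.37, 0.57 and 0.53, with adjusted p-values of 0.160, 0.441, 0.373 and 0.331 in edgeR. Without siCtrl replicate 2, JUNB (0.66, adjusted p of 0.0203) and FOSL2 (0.97, 0.00278) passed. JUNB overlaps HOOK2 on the opposite strand, so its counts are uncertain. TEAD1, TEAD2, TEAD3 and TEAD4 had log2 fold changes of -0.042, 0.43, 0.40 and -0.42, and NCOR1 of 0.096, with adjusted p-values from 0.316 to 0.900. The direction of TEAD1 was the opposite without siCtrl replicate 3 (0.030). PLAU had 0.14 (adjusted p of 0.904), with -0.15 without siCtrl replicate 2 and -0.33 without siYAP/TAZ replicate 3. The overlapping gene C10orf55 on the opposite strand had 53, 57 and 118 counts in siYAP/TAZ beside 50, 52 and 113 for PLAU, so reads of either gene are uncertain. FOSB had at most 4 counts in a library and did not pass the low-count filter. Of the 23 tested genes in the fixed list, 7 were lower and 0 higher over all genes tested, and 11 were lower and 1 higher, JUNB, when adjusted over the list alone. Over all genes tested, 11 were lower with the replicate block. With 1 library left out there were 5 without siCtrl replicate 1, 11 without siCtrl replicate 2, 5 without siYAP/TAZ replicate 1, 3 without siYAP/TAZ replicate 2 and 1 without siYAP/TAZ replicate 3. Without siCtrl replicate 3 there were 0, with 12 lower at an unadjusted p under 0.05. The fixed list shares 9 genes with the study's list of siYAP/TAZ-lowered genes, which was chosen on these libraries. The falls of those genes are not independent evidence.

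By the rule on size and separation, the 5 largest falls were CCN2, CCBE1, INHBA, INHBA-AS1 and COL8A1. CCBE1 (Entrez 147372; GRCh37 chromosome 18, 57098171 to 57364894) fell from 54.4 ± 7.63 to 5.54 ± 1.38 CPM (log2 fold change -3.27, SE 0.23, adjusted p of 0.00117 in edgeR). INHBA (Entrez 3624; GRCh37 chromosome 7, 41706766 to 41745432) fell from 25.2 ± 2.50 to 2.68 ± 0.881 CPM (-3.25, SE 0.28, 0.00315). INHBA-AS1, which overlaps INHBA on the opposite strand, had a log2 fold change of -3.01 (SE 0.42, adjusted p of 0.0109), and the reads of the 2 genes are uncertain. It did not pass without siCtrl replicate 3 (0.0766), siYAP/TAZ replicate 2 (0.0505) or siYAP/TAZ replicate 3 (0.0927).

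The 5 largest rises were AKR1C6P, KRT15, SERPINA5, RTN1 and DCN. KRT15 (Entrez 3866; GRCh37 chromosome 17, 39669997 to 39678781) rose from 12.4 ± 7.08 to 171 ± 64.7 CPM (log2 fold change 3.81, SE 0.41, adjusted p of 0.00462 in edgeR). DCN (Entrez 1634) rose from 6.13 ± 1.11 to 54.1 ± 18.7 CPM (3.15, SE 0.30, 0.00315), RTN1 (Entrez 6252) from 10.8 ± 1.62 to 115.96 ± 63.2 CPM (3.42, SE 0.42, 0.00879) and SERPINA5 (Entrez 5104) from 2.74 ± 2.18 to 31.8 ± 9.35 CPM (3.56, SE 0.45, 0.00898). RTN1 did not pass without siCtrl replicate 3 (0.0703), nor did SERPINA5 (0.0640), which also did not pass without siYAP/TAZ replicate 3 (0.0675). The pseudogene AKR1C6P had 3, 1 and 2 counts in siCtrl and 47, 54 and 81 in siYAP/TAZ, at least 18.2-fold higher against the floor. Its reads are uncertain because the similar genes AKR1C1, AKR1C2 and AKR1C3, chosen after their values were seen, were also higher, with log2 fold changes of 2.63, 2.47 and 2.39.

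The genes that YAP5SA induces in other libraries of the study were compared with all other genes. Cluster 1 had 117 tested genes of 140, with a median log2 fold change of -0.57 (quartiles -0.93 and -0.26), and 108 genes were lower. Cluster 2 had 137 tested of 154, with a median of -0.59 (quartiles -1.04 and -0.38) and 130 lower. Cluster 3 had 96 tested of 109, with a median of -0.62 (quartiles -1.03 and -0.27) and 85 lower. Cluster 3 includes YAP1, a target of the siRNA. Its fall is no response to the depletion, and it counts among the genes called lower below. The median of the 20 tested core genes was -0.63, with 18 lower. No tested gene of any list had all libraries of a group at the floor. In each of these 4 lists, the mean log2 CPM was lower in 3 of 3 siYAP/TAZ libraries than in every siCtrl library. At an adjusted p of 0.05 in edgeR over all genes tested, 14, 26 and 15 genes of clusters 1, 2 and 3 and 4 core genes were lower; adjusted over the list alone, there were 29, 61, 44 and 9. With the replicate block the counts in the same order were 33, 61, 44 and 9 over all genes tested and 51, 90, 59 and 14 over the list alone. Over all genes tested, there were 10, 17, 9 and 2 without siCtrl replicate 1, 41, 66, 36 and 8 without siCtrl replicate 2 and 1, 5, 3 and 0 without siCtrl replicate 3. There were 10, 18, 8 and 2 without siYAP/TAZ replicate 1, 2, 13, 5 and 3 without siYAP/TAZ replicate 2 and 1, 5, 4 and 0 without siYAP/TAZ replicate 3. Where 0 core genes passed, 11 were lower at an unadjusted p under 0.05. The study chose 17, 29 and 17 genes of clusters 1, 2 and 3 and 5 core genes for its list on these same libraries. Of all 152 genes called lower, 55 (36.2%) belonged to a cluster, against 2.80% of the genes tested (Fisher's exact test across genes, two-sided, odds ratio 23.2, p of 5.20e-47). Of the 93 genes called higher, 0 did. With the replicate block the share was 138 of 680 (20.3%), and with 1 library left out it ranged from 17.9% without siCtrl replicate 2 to 90.9% without siYAP/TAZ replicate 3, where 11 genes were lower. Genes are not independent replicates in that test. Some list members also overlap and may carry the same reads. PROSER2 and PROSER2-AS1, chosen after their values were seen, both count among the 26 genes of cluster 2 and among the 55.

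The mitotic genes had a median log2 fold change of -1.01, with 20 of 20 genes lower, 11 of them past the threshold over all genes tested and 20 when adjusted over the list alone. The cholesterol genes had a median of -0.58 with 19 of 21 lower, 7 past the threshold and 12 when adjusted over the list alone. With the replicate block, 20 mitotic and 11 cholesterol genes passed over all genes tested. Without siCtrl replicate 1 there were 2 and 4, without siCtrl replicate 2 there were 20 and 11, and without siYAP/TAZ replicate 1 there were 14 and 1. Without siCtrl replicate 3, siYAP/TAZ replicate 2 or siYAP/TAZ replicate 3, 0 genes of either list passed, with 20 mitotic genes and 11, 12 and 13 cholesterol genes lower at an unadjusted p under 0.05. Both list means were lower in 3 of 3 siYAP/TAZ libraries than in every siCtrl library. The interferon genes were a check for a response to transfected RNA that differs between the groups. Both groups were transfected, so a response that they share would not show. The list had a median of 0.32 over 13 tested genes. Of these, 0 passed either adjustment, and 2 were higher and 0 lower at an unadjusted p under 0.05. With camera this list did not pass with all libraries (adjusted p of 0.0503) and passed without siCtrl replicate 1 (0.0373), siCtrl replicate 2 (0.0378) or siYAP/TAZ replicate 3 (0.00375), in a range of 0.00375 to 0.302 over the alternatives.

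With camera at the preset correlation of 0.01, the adjusted p was 3.27e-20, 1.94e-35 and 1.87e-26 for clusters 1, 2 and 3, 8.54e-13 for the core list, 5.78e-29 for the mitotic list, 2.84e-12 for the cholesterol list and 0.0503 for the interferon list. With fry, the adjusted p was 0.0111, 0.00521, 0.00127, 0.000925, 0.0124, 0.0146 and 0.0569 in the same order. With the correlation estimated from the data, it was 0.0343, 0.0154, 0.00758, 0.00758, 0.0524, 0.0750 and 0.130. The calls for the clusters and the core list hold under both, and those for the mitotic and cholesterol lists under fry only.

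**Figure D4:**
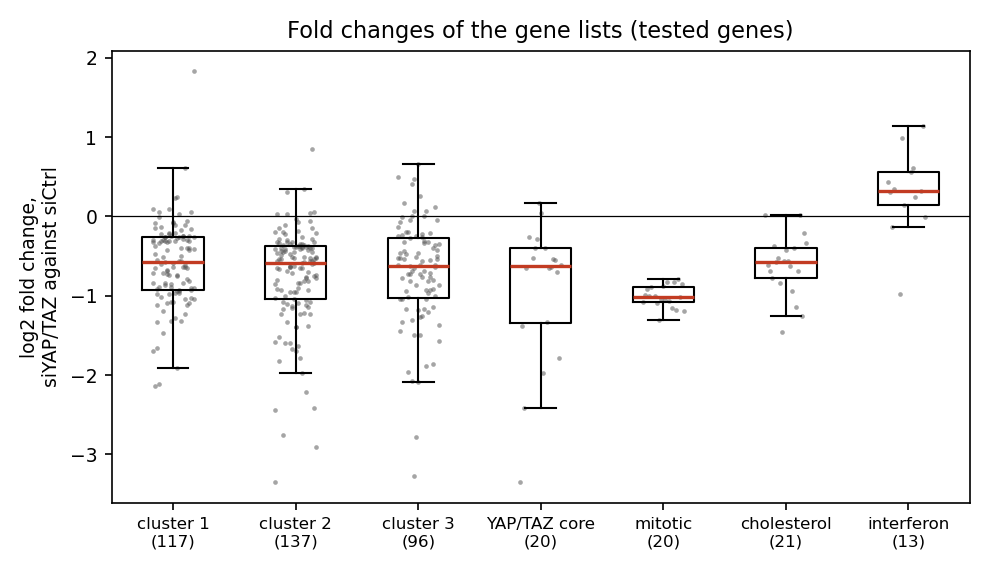
Fitted log2 fold changes of the tested genes of each list, with the number of genes in brackets. Boxes are medians and quartiles, whiskers reach 1.5 times the quartile range at most, and points are genes; every list but the interferon list has its median below 0, from -0.57 to -1.01.

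The study separates clusters 1 and 2 by their response to JUN. Their medians differed by 0.012 on the log2 scale after depletion of YAP and TAZ. Camera of cluster 1 within the 254 tested genes of both gave a p of 0.0476, and 0.0558 with the replicate block. With the estimated correlation it was 0.408, and it ranged from 0.0246 to 0.491 over the alternatives. Leaving out siCtrl replicate 1 (0.155), siCtrl replicate 2 (0.0829), siYAP/TAZ replicate 1 (0.241) or siYAP/TAZ replicate 2 (0.0725) took it past 0.05. The difference therefore does not hold up.

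The study's own list of 196 genes lowered by siYAP/TAZ was chosen on these libraries. Here 195 were tested and all 195 were lower, with a median log2 fold change of -1.13. Over all genes tested, 141 passed an adjusted p of 0.05 in edgeR, and adjusted over the list alone 195 did, which is not independent evidence. Without siCtrl replicate 3, siYAP/TAZ replicate 3, siYAP/TAZ replicate 2 and siCtrl replicate 1 the count was 10, 11, 35 and 63.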

Values the study reported

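The study defined 434 genes as most strongly induced by YAP from separate RNA-Seq of cells in which YAP5SA had been switched on and divided them into clusters. The cluster lists used above hold fewer distinct Entrez IDs than that.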

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

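The number of genes past the threshold depended on the processing, while the directions of the lists, of the tested genes reported from the fixed list and of the largest falls and rises did not, except for JUN, TEAD1 and PLAU. Genes named outside that rule were not followed through the alternatives. Against 245 genes, 248 were called with RLE scaling, 238 with library size alone, 186 with a mean of at least 50 counts, 276 with robust dispersion and 263 with GC and length trends removed. All 245 were among them with RLE scaling, 222 with library size alone, 241 with robust dispersion and 233 with the trends removed, and 208 of the 245 were tested at the 50-count mean. The trend removal was chosen after seeing the data, as was its combination with the replicate block.

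Without the low-count filter there were 556 genes (257 higher, 299 lower, 341 changed at least 2-fold) among 19181 tested. With DESeq2 there were 578 (250, 328 and 321). All 245 genes were called by both of these; the cause was not tested.

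The replicate block gave 1263 genes (583 higher, 680 lower, 457 at least 2-fold), and the block with GC and length trends removed gave 1224 (573, 651 and 445). The block lowered the biological coefficient of variation from 0.190 to 0.133. It changed the calls of FOSL1, ARHGAP23, IL1B, CXCL8 and the comparison of clusters 1 and 2 (a difference of 0.0066), and no other call among the named genes and lists. The difference was 0.0055 with both changes.

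With both conflicting libraries left out, 1183 genes passed (592 higher, 591 lower, 574 at least 2-fold), and 244 of the 245 were among them. PLAU was then at -0.076, and the difference of the clusters, 0.10, did not pass. Grouped by title, 0 genes passed (0 higher, 0 lower, 0 at least 2-fold, 0 of the study's list), with 464 at an unadjusted p under 0.05. YAP1 was then at -0.26 and WWTR1 at -0.22, TEAD1 at 0.00096, PLAU at -0.24 and the cluster difference at 0.10. That grouping places libraries with depleted and with full YAP1 in each arm.

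Across the 6 fits that each left out one library, the count ran from 16 genes (without siCtrl replicate 3) to 1579 (without siCtrl replicate 2). It ran from 6 to 781 genes higher, from 10 to 798 lower, from 16 to 714 at least 2-fold and from 10 to 195 genes of the study's list. YAP1 ran from -0.84 to -0.77, WWTR1 from -0.75 to -0.62, JUN from -0.47 to 0.38, TEAD1 from -0.10 to 0.030 and PLAU from -0.33 to 0.70. The interferon median ran from 0.22 to 0.48 and the cluster difference from 0.0038 to 0.070. Leaving out a library removes 1 of 3 replicates of an arm, which lowers power by construction. The rise without siCtrl replicate 2 goes the other way.

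The interferon list (median 0.32) passed the threshold with camera at 0.31 with library size alone, at 0.35 with GC and length trends removed and at 0.35 with the block as well. The cluster difference did not pass with a mean of at least 50 counts (0.015) or with the estimated correlation (0.012), nor did the mitotic (-1.01) and cholesterol (-0.58) lists with the estimated correlation. Fry has no form that sets cluster 1 against cluster 2, so that alternative was not run.

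Among the named genes other than YAP1 and WWTR1, the fits other than those leaving out 1 library brought 22 changes past the threshold over 6 genes and 13 changes below it over 13 genes, the latter with the grouping by title. The fits leaving out 1 library brought 6 changes past it and 19 below it. CCN2, TEAD4, INHBA, INHBA-AS1 and AKR1C6P have no value with a mean of at least 50 counts. The depth limits what can be said of ANKRD1, ANKRD2 and FOSB, which did not pass the low-count filter with all libraries.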

Other observations

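The counts of splits and the tests of exchanged libraries and of mixed RNA were chosen after the results were seen. So were the tests of a state shared by the libraries numbered 2 and of near-equal counts of nested genes. The removal of GC and length trends was also chosen after seeing the data. The other tests were written before. The 6 libraries can be split into 2 groups of 3 in 10 ways. Of the 10 splits, 1, the real one, gave as many as 245 genes past the threshold, and 1 of 10 gave as many higher genes, as many lower genes, as many genes changed at least 2-fold or as many genes of the study's list. The other 9 splits gave 0 genes, with 40 to 2296 genes at an unadjusted p under 0.05 against 2211 for the real one. The split with 2296 sets siCtrl replicates 1 and 3 and siYAP/TAZ replicate 1 against the others. Of the 4 splits that part all 3 pairs of the same replicate number, 1 gave as many. The medians of clusters 1, 2 and 3 and of the core, mitotic, cholesterol and interferon lists were as large in 1 of 10 splits. The difference of clusters 1 and 2 was as large in 9 of 10 splits and in 4 of the 4 that part all pairs. With camera at the preset correlation, clusters 1, 2 and 3 and the core, mitotic, cholesterol and interferon lists also passed in 5, 8, 9, 7, 6, 5 and 1 of the 9 other splits, and with fry or the estimated correlation in 0. Each of these splits keeps 2 libraries of an arm together and so carries part of the real change, so these counts do not measure how often the tests are wrong. They do show that a small p of camera at the preset correlation is not specific to the real grouping. A share under 0.1 cannot be reached with these 6 libraries, so chance cannot be excluded by splits alone.

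On the first principal component, but not on the second, siCtrl replicate 2 lay between the other siCtrl libraries and the siYAP/TAZ libraries. Its difference from 1 of the other siCtrl libraries correlated across genes with the change from the remaining siCtrl library to the siYAP/TAZ mean at r of 0.45, where siCtrl replicates 1 and 3 treated the same way gave -0.13 and -0.32. Genes are not independent replicates in these correlations. This library is also 1 of the 2 whose title names the other group. An exchange with siYAP/TAZ replicate 2 is argued against by the targets. On a scale from 0 at siCtrl replicates 1 and 3 to 1 at siYAP/TAZ replicates 1 and 3, the core list stood at 0.237 in siCtrl replicate 2 and at 1.26 in siYAP/TAZ replicate 2, and the mean of YAP1 and WWTR1 stood at -0.052 and 0.94. Library depth is argued against, since r was 0.44 after every library was thinned to the smallest total. GC content and length are argued against as the whole cause, since r was 0.45 after their trends were removed over 12139 genes (97.0% of those tested). Without the 100 most abundant genes r was 0.45. These have little weight among 12510 genes, so this test does not decide whether a few abundant genes contribute.

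A further pair of explanations stays open for this library. RNA of siYAP/TAZ cells mixed into it cannot be told apart from a real difference, because the values point both ways. To reach their levels in siCtrl replicate 2, clusters 1 and 2 would need a share of 0.51 (95% bootstrap interval 0.32 to 0.68) and 0.55 (0.41 to 0.68) of siYAP/TAZ RNA. YAP1 and WWTR1, which such RNA must carry at the depleted level, gave a mean share of -0.067, but the 95% interval from simulated counts and dispersion, -1.05 to 0.44, overlaps that of cluster 1. Among 19 genes at least 8-fold higher in siYAP/TAZ, chosen without this library, the largest share that each allows had a median of 0.54 (0.38 to 0.81). RTN1 allowed 0.18, DCN 0.22, KRT15 0.17, SERPINA5 0.24 and AKR1C6P 0.029. The share allowed was below the lower limit for cluster 1 in 5 of the 19, and below that for cluster 2 in 7. On the other side, 5 of the 19 were above the lowest siYAP/TAZ library, so 1 share does not describe all of them. The need was 0.18 (-0.041 to 0.37) for the cholesterol list, 0.24 (0.017 to 0.40) for cluster 3 and 0.41 (0.31 to 0.49) for the mitotic list. These intervals overlap one another and that of cluster 1. Those of the cholesterol list and cluster 3 lie below that of cluster 2.

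A state of the culture shared by the libraries numbered 2 may also contribute, since siYAP/TAZ replicate 2 deviated from its own group in the same genes at r of 0.35. The libraries numbered 1 correlated at r of 0.42. Deviations were taken from the mean of the same group. A state of the libraries numbered 2 alone would therefore also make those numbered 1 correlate. These correlations do not tell which replicate numbers carry such a state. The replicate block and the removal of siCtrl replicate 2 raised the number of genes called to 1263 and 1579, while the removal of siYAP/TAZ replicate 2 lowered it to 71. The labels give no group for such a state, and no biological explanation was tested.

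Overlapping genes may carry the same reads in this table. Among 1939 pairs of tested genes that overlap on opposite strands on GRCh37, the log2 fold changes had a rank correlation across pairs of 0.37, against 0.07 for 2585 neighbouring pairs on opposite strands that lie at most 50000 bases apart without overlap. The 95% bootstrap interval of the difference was 0.24 to 0.36. Among the genes past the threshold that have coordinates, 53 of 242 overlapped a tested gene on the opposite strand, and in 9 such pairs both genes were called. Both members fell or both rose in 8 of them, such as PROSER2 (-1.63) with PROSER2-AS1 (-1.67) and INHBA with INHBA-AS1. BCL2L11 (1.43) and MIR4435-2HG (-1.52) went apart. PROSER2, PROSER2-AS1, BCL2L11 and MIR4435-2HG were chosen after their values were seen. Shared regulation of overlapping genes is a biological explanation that was not tested.

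Near-equal counts point the same way. Of 60 genes with at least 300 counts in all that lie in an intron of a gene on the opposite strand, 5 had a host with 1 to 1.1 times their count in all 6 libraries, where the highest of 200 shuffles of the hosts gave 1. On the same strand it was 2 of 30, with a highest of 1. TIMP1 had 859, 747 and 1658 counts in siCtrl and its host SYN1 861, 747 and 1660, and KRT81 had 9427 counts in siCtrl replicate 1 and its host KRT86 had 9466; these genes were chosen after their values were seen. Reads counted without regard to strand, over the whole span of a gene, may explain such pairs. A stricter test left this open for nested genes in general. The host had at least the count of the nested gene in all 6 libraries in 78.8% of 179 pairs on opposite strands and 70.4% of 71 pairs on the same strand, against 68.2% and 63.0% with shuffled hosts, and gene boundaries in the annotation that the authors used may differ from those used here. The fold changes of hosts such as SYN1 and KRT86 are uncertain for this reason.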
